A study of Mus musculus with 8 samples. Its data were reported in "Epigenetic regulation of nuclear lamina-associated heterochromatin by HAT1 and the acetylation of newly synthesized histones" (2021).

How the data were processed

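Histone H3 dimethylated or trimethylated at lysine 9 (H3K9me2 and H3K9me3) was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in mouse embryonic fibroblasts (MEFs) immortalized with SV40. The cells came from embryos with an intact HAT1 gene (HAT1 WT) or without it (HAT1 KO). HAT1 is a histone acetyltransferase that acts on newly made histones. Each of the 2 marks was measured in 2 WT and 2 KO libraries, 8 in all, and the group of each library, and the replicate number by which libraries can be paired, were taken from its title. Human myoblasts were mixed with the mouse cells before immunoprecipitation as a spike-in.

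Per the study's methods, the authors aligned paired-end reads to mouse build mm10 with BWA, called peaks with MACS2 and named DiffBind for the differential analysis. The deposited table of each mark lists regions, some of which join several peak summits, with the read counts of each library in each region, which are not normalized. The deposited RPM values equal the count plus 1, divided by one total per library. That relation held in every row to 0.000483% or better, and it gives each library's total. Whether the total counts mouse reads alone or was scaled by the spike-in is not stated. The deposited fold enrichment is a ratio made by the authors from RPM, region width and one constant shared by all libraries, with no input library, and it was not used further. The deposited log2 fold change is that of the mean RPM of KO over the mean RPM of WT. The deposited p-value was recomputed from the RPM values as an unequal-variance two-sample test, and the deposited q-value is 1 in every row. These columns are not the output DiffBind writes. Duplicate and mapping-quality filters are not stated.

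Exact repeats of a row were removed, 62 of 2045 rows for H3K9me2 and 314 of 14829 for H3K9me3, which left 1983 and 14515 regions. No region ran past the end of its chromosome in the reference GRCm38.p6, the assembly of mm10. Coordinates are given as deposited. Region width equals end minus start in the deposited ratio, so starts were read as counted from 0. GC content came from that reference, and genes and exons from GENCODE release M21. Every per-sample column was used.

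Changed regions were called for each mark on the deposited counts with edgeR 4.0.16 (R 4.3.3), using glmQLFit and glmQLFTest with the library totals, TMM factors, no filter and no block. The threshold was a two-sided Benjamini-Hochberg FDR under 0.05. TMM sets the bulk of regions to no change, whereas library totals alone keep a shift shared by all regions, so both scalings are reported. Direction over all regions was the median of the log2 difference between genotypes, with a pseudocount of 1. Library medians were compared by an exact two-sided permutation test, which cannot go below 0.333 for 2 libraries against 2. Clustering was Spearman's rho between the fold changes of neighbouring regions on chromosomes 1 to 19 and X, set against 1000 shuffles within chromosomes, and the SD of mean fold changes in 1 Mb bins with at least 5 regions. The smallest p that these shuffles can give is 0.001. Overlap of the marks was found with bedtools 2.31.1 (at least 1 bp) and compared with 1000 circular shifts. A mark by genotype interaction was fitted in edgeR at regions shared by both marks. Python 3.11.15 with scipy 1.17.1 was used for the rest.

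The groups, the tests of changed regions, direction, clustering, overlap, GC content and genes, the alternatives not listed as added below and the rule for the regions named in the text were fixed before the data were examined. The interaction test, the classes by count, the comparison by highest library and its simulation, the differences between libraries of one genotype and the chromosome medians came later. The named regions of each mark were the 3 with the largest positive and the 3 with the largest negative log2 fold change among those with FDR under 0.05 and both KO libraries on the same side of both WT libraries, and the 1 Mb bins with the most higher and the most lower regions. The separation was first computed on values with a pseudocount. This let in chromosome Y regions with 0 counts in both KO libraries and in 1 WT library, which differed only through library size. It was then computed on scaled counts without a pseudocount. That change was made after the regions had been seen.

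The tests were tried on simulated counts drawn from the means and library sizes of these regions with 200 regions changed. At a 4-fold change edgeR recovered 17.5% of them in 1983 H3K9me2 regions, where 4 further calls were false, and 6% in 14515 H3K9me3 regions. At a 2-fold change it recovered 0%, and it made 0 calls when nothing was changed. All simulated regions of a mark had the same dispersion, the common edgeR value. These rates therefore do not give the limit at strong regions. The clustering measures were tried on simulated values in 1923 regions. The neighbour correlation was 0.37 where values were shared within 5 Mb, -0.00117 where they were independent, and 0.0850 where they followed GC content alone, which also passed the shuffles (p 0.00498, the smallest that its 200 shuffles can give).

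Library totals ranged from 4198682 to 8421762 reads, and median counts per region from 12 to 23. Shares of reads carry 95% Wilson intervals, which cover counting error only, since reads are not independent molecules. A count of 3 was taken as the floor below which no fold is given. Alternatives covered thresholds, chromosomes, signal filters, scaling, DESeq2 1.42.0, the replicate number as a block, and leaving out each library. Region-total scaling, TMM per chromosome, regions with at least 4 summits, GC-corrected clustering and clustering with a library left out were added after the data had been seen. Comparisons with accessibility domains or lamina-associated domains, and the density of peaks in each genotype, are not analysed here.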

Results

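H3K9me2 and H3K9me3 were measured by ChIP-seq in immortalized HAT1 WT and HAT1 KO MEFs, with 2 libraries per genotype and mark. The H3K9me2 libraries held 5523641 and 5422405 reads in KO and 8421762 and 6496881 in WT. The H3K9me3 libraries held 4198682 and 4622354 reads in KO and 5810913 and 5696058 in WT. The analysis covered 1983 H3K9me2 regions with a median width of 282 bp and 14515 H3K9me3 regions with a median width of 289 bp. Counts were low. The median count per region lay between 16 and 23 in the H3K9me2 libraries and between 12 and 21 in the H3K9me3 libraries. The 10 regions with the most reads held between 65.7% and 68.5% of the H3K9me2 counts and between 44.8% and 49.3% of the H3K9me3 counts. The region with the most reads in both marks lay on chromosome 2 over the gene Gm10800, and in the H3K9me2 table it spanned 98666231 to 98667396 (mm10). It was singled out after its values had been seen.

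The disrupted gene was examined first. Hat1 lies on chromosome 2 from 71388958 to 71441622 (mm10), and 0 regions of either mark overlapped it. The nearest H3K9me2 region was 1459 kb away and the nearest H3K9me3 region 185 kb, so these tables do not check the genotype labels at the gene itself.

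The first question was whether loss of HAT1 changes the level of either mark across the genome. Of all H3K9me2 reads, 9.53% (95% Wilson interval 9.50% to 9.55%) and 9.02% (8.999% to 9.05%) fell in regions in the KO libraries. The WT libraries had 4.89% (4.88% to 4.91%) and 6.83% (6.81% to 6.85%). The group means were 9.27% ± 0.356 (SD, n = 2) in KO and 5.86% ± 1.37 (SD, n = 2) in WT. For H3K9me3 the share was 20.1% ± 0.447 (SD, n = 2) in KO and 12.8% ± 1.12 (SD, n = 2) in WT. Both KO libraries were above both WT libraries in each mark. With 2 libraries against 2, an exact permutation test cannot go below 0.333. These shares weigh regions by their reads. The 10 regions with the most reads held 65.7% to 68.5% of the H3K9me2 counts and 44.8% to 49.3% of the H3K9me3 counts. The shares therefore rest to a large part on few regions and are not an even measure of the genome.

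**Figure D1:**
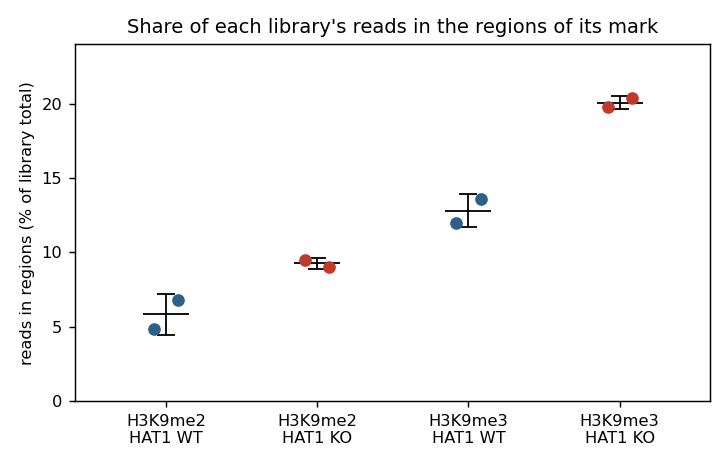
Share of each library's reads that fell in the regions of its mark, in percent of the library total, with a point per library and the mean and SD of each group of 2 libraries as a bar with whiskers. Both KO libraries lie above both WT libraries, at 9.27% against 5.86% for H3K9me2 and 20.1% against 12.8% for H3K9me3. The 10 regions with the most reads hold 65.7% to 68.5% of the H3K9me2 counts and 44.8% to 49.3% of the H3K9me3 counts.

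Whether single regions were higher in KO depended on the scaling. Per library total, the median log2 difference between KO and WT was 0.75 over the H3K9me2 regions and 1.00 over the H3K9me3 regions, and 78.1% and 87.1% of regions were higher in KO. After TMM scaling, the medians were 0.08 and -0.01, with 53.9% and 49.5% of regions higher in KO. Scaling by the reads counted in the regions gave 0.07 and 0.35, with 53.5% and 66.96% of regions higher. The library medians of the 2 genotypes were separated per library total in both marks (exact permutation p = 0.333, the smallest possible, n = 2 per group). With region totals those of H3K9me3 were separated as well (exact permutation p = 0.333, n = 2 per group) and those of H3K9me2 were not. They were not separated in either mark after TMM scaling (exact permutation p = 1 in both marks, n = 2 per group).

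**Figure D2:**
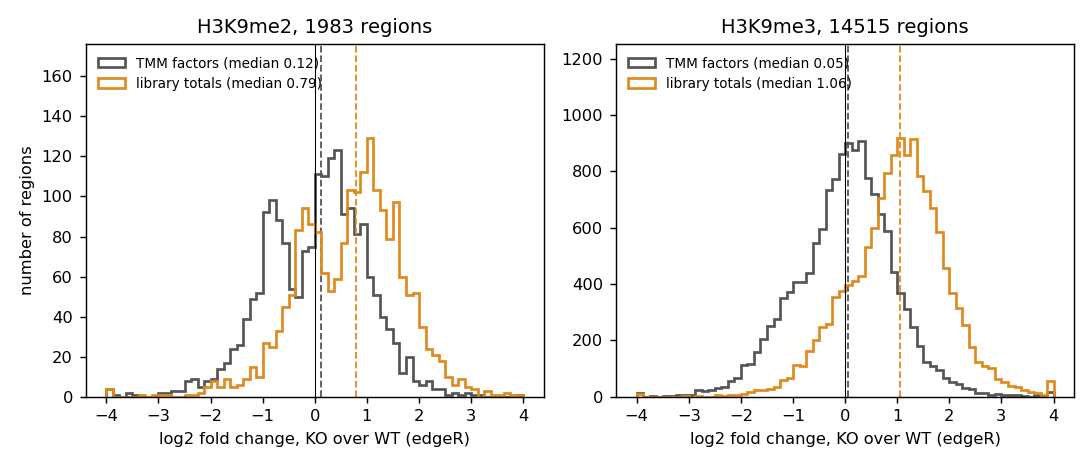
Numbers of regions by log2 fold change of KO over WT from edgeR, for H3K9me2 and H3K9me3, with TMM factors (grey) and with library totals alone (orange), where dashed lines are medians and values beyond the axis are placed in the end bins. The medians move from 0.12 to 0.79 for H3K9me2 and from 0.05 to 1.06 for H3K9me3 when TMM factors are left out.

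The difference per library total also varied with signal. In H3K9me3, the median log2 difference was 1.42 in the 25% of regions with the fewest counts and 0.43 in the 5% with the most. In H3K9me2 these medians were 1.04 and 0.86, with a low of 0.58 between the 75th and 95th percentiles. After TMM scaling, 13.4% of the H3K9me3 regions in the top 5% were higher in KO, against 66.95% in the 25% with the fewest counts. For H3K9me2 these shares were 75% and 63.4%.

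**Figure D3:**
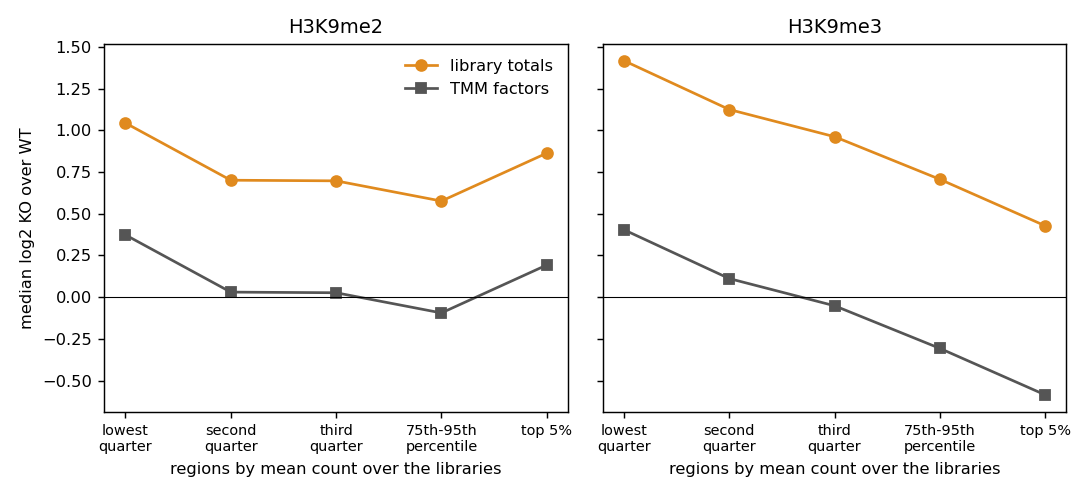
Median log2 difference of KO over WT in 5 classes of regions ordered by mean count over the libraries, per library total (orange circles) and after TMM scaling (grey squares). The H3K9me3 medians fall from 1.42 to 0.43 per library total, and the H3K9me2 medians stay between 0.58 and 1.04.

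A single peak summit was listed in 80.5% of H3K9me2 regions and 86.8% of H3K9me3 regions. In these, the library with the highest RPM was over 2 times the next in 37.3% of H3K9me2 and 30.4% of H3K9me3 regions. Counts simulated with no genotype difference and the common edgeR dispersion gave 17.2% and 20.1% (20 draws). In the 5877 H3K9me3 regions where KO library 2 was the highest, the median counts were 26 in that library, 13 in KO library 1 and 10 in each WT library. In the 1339 where WT library 2 was the highest, they were 28 in that library, 11 in WT library 1, 12 in KO library 1 and 13 in KO library 2. By RPM, a KO library was the highest in 66.98% of the H3K9me2 and 82.3% of the H3K9me3 regions with 1 summit. These shares depended on the scaling. With TMM-scaled values a KO library was the highest in 907 of these 1596 H3K9me2 regions and 7231 of these 12606 H3K9me3 regions. In regions with 2 or more summits, the highest library was over 2 times the next in 0.775% and 1.99%, where the simulation gave 16.0% and 19.8%.

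**Figure D4:**
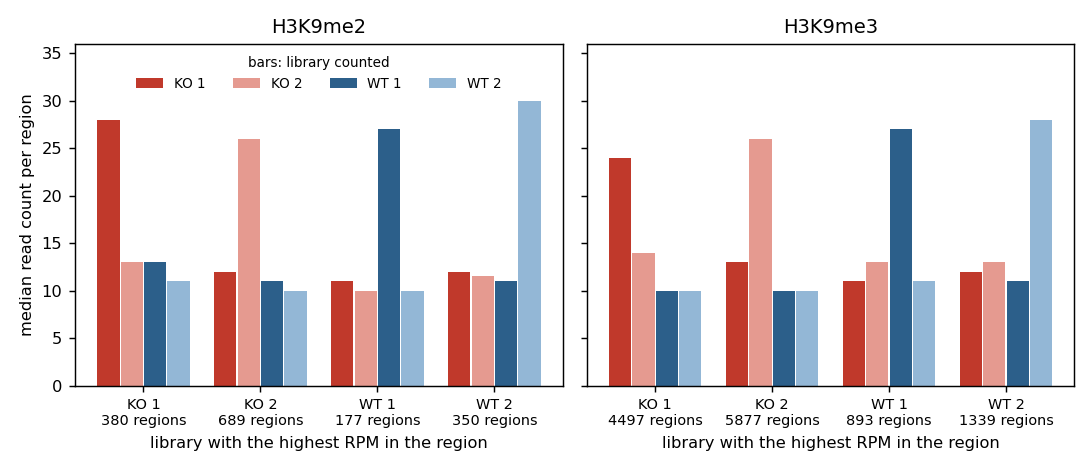
Median read count of each library in regions with 1 summit, grouped by the library with the highest RPM in the region, with the number of regions under each group. The grouping itself places 1 library highest, with a median between 24 and 30 counts, and the other 3 lie between 10 and 14.

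The second question was which regions changed. With TMM scaling, edgeR called 38 H3K9me2 regions at FDR under 0.05, 4 higher and 34 lower in KO, and 145 H3K9me3 regions, 4 higher and 141 lower. The direction of the calls followed the scaling. With library totals alone, 109 H3K9me2 regions were called higher and 5 lower, and 114 H3K9me3 regions higher and 15 lower. Of the regions called under TMM, 9 H3K9me2 and 19 H3K9me3 regions were also called with the same sign under library totals. At an unadjusted edgeR p under 0.05, 185 H3K9me2 regions (42 higher, 143 lower) and 1327 H3K9me3 regions (143 higher, 1184 lower) passed with TMM. DESeq2 called 22 H3K9me2 regions, all lower, and 83 H3K9me3 regions, 1 higher and 82 lower. In the authors' deposited table every q-value was 1. The p-values in the authors' deposited table were under 0.05 at 79 H3K9me2 regions (75 higher, 4 lower), where 99.2 would be expected by chance, and at 662 H3K9me3 regions (644 higher, 18 lower), where 726 would be expected. Benjamini-Hochberg adjustment of those p-values left 0 regions under 0.05 in each mark.

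The WT libraries differed from each other at many of the lower H3K9me3 calls. WT library 2 exceeded WT library 1 by over 2 times at 87 of the 141, or 61.7%, against 18.8% of all H3K9me3 regions. For H3K9me2 this held at 7 of the 34 lower calls, or 20.6%, against 21.6% of all regions. Of the lower H3K9me3 calls, 37.6% were on chromosome 13, which held 4.40% of the regions. Chromosome Y held 4.26% of these calls (6 calls) and 0.193% of the regions. It held 5.88% of the lower H3K9me2 calls (2 calls) and 0.504% of the regions. On Y the median difference had WT library 1 above WT library 2 in both marks. Both KO libraries lay below both WT libraries at 115 of the 141 lower H3K9me3 calls and 31 of the 34 lower H3K9me2 calls. Across all regions that arrangement held at 19.1% and 16.7%, where chance gives 16.7%. The calls were selected on these same libraries, which favours that arrangement, so its frequency among them is no separate evidence.

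Among H3K9me2 regions that were higher, the largest fold was at chromosome 13, 119601850 to 119602975 (mm10), in an intron of Tmem267. It had 859 and 581 counts in KO and 438 and 162 in WT, with a log2 fold change of 1.05 (SE 0.22, edgeR FDR 0.00126). A second region in an intron of Tmem267, from 119596626 to 119597128, had a log2 fold change of 1.02 (edgeR FDR 0.00308). The third lay on chromosome 9 from 3035849 to 3036090, in an intron of the long noncoding RNA Gm26870, with a log2 fold change of 0.82 (edgeR FDR 0.0340). In the 3 lower regions named here WT library 2 held most of the counts. One on chromosome 7 from 10001384 to 10001656, 9.13 kb from Vmn2r49, had 1 and 3 counts in KO and 10 and 41 in WT, at least 10.2-fold lower in KO (edgeR FDR 0.0449). One on chromosome 13 from 65681256 to 65681836, 7.78 kb from the pseudogene Gm19428, had a log2 fold change of -3.50 (edgeR FDR 0.00710). One on chromosome 13 from 120026713 to 120027067, over an exon of Gm36079, had a log2 fold change of -3.40 (edgeR FDR 0.0120).

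Among H3K9me3 regions that were higher, one on chromosome 19 from 16737376 to 16737792, in an intron of Vps13a, had 18 and 30 counts in KO and 0 and 0 in WT, at least 5.09-fold higher after TMM scaling (edgeR FDR 0.0377). One on chromosome 1 from 190902699 to 190903018, in an intron of Rps6kc1, had 43 and 28 counts in KO and 3 and 0 in WT, at least 7.83-fold higher (edgeR FDR 0.00921). An intergenic one on chromosome 2 from 100778927 to 100779420, 151 kb from the pseudogene Gm13810, had 46 and 35 counts in KO and 0 and 4 in WT, with a log2 fold change of 3.68 (SE 0.86, edgeR FDR 0.00416). The 3 lower regions were all on chromosome 13, and WT library 2 again held most of their counts. One from 120025529 to 120026227, 0.212 kb from Gm36079, had 6 and 1 counts in KO and 10 and 194 in WT, with a log2 fold change of -5.36 (edgeR FDR 1.99e-13). One from 60442357 to 60442775, 7.63 kb from the long noncoding RNA Gm35333, had 0 and 2 counts in KO and 9 and 38 in WT and was at least 11.9-fold lower in KO (edgeR FDR 0.00165). One from 65650351 to 65650749, 0.003 kb from the pseudogene Gm48185, had a log2 fold change of -3.74 (edgeR FDR 3.13e-06). Under DESeq2, 1 of the 12 named regions had an adjusted p-value under 0.05.

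The third question was whether changes fall in large domains. It was asked of the signal in a fixed list of regions, not of the density of peaks in each genotype. The fold changes of neighbouring regions had a Spearman's rho of 0.160 over 1903 H3K9me2 pairs and 0.215 over 14350 H3K9me3 pairs, above the highest of 1000 shuffles within chromosomes in each (0.113 and 0.0702). These describe these libraries across regions, which are not independent replicates. The same measure was 0.194 for the difference between the 2 WT libraries of H3K9me2 and 0.142 for those of H3K9me3. It was 0.0559 and 0.0129 between the 2 KO libraries. On autosomes alone the WT values were 0.134 and 0.0962, and those of KO against WT 0.154 and 0.211. The SD of the mean log2 fold changes of 1 Mb bins was 0.56 over 48 H3K9me2 bins and 0.43 over 920 H3K9me3 bins, while it was 1.07 and 0.59 between the 2 WT libraries and 0.46 and 0.37 between the 2 KO libraries. The bin with the most higher H3K9me3 regions was 13 to 14 Mb on chromosome 19, with 34 of 44 regions higher after TMM scaling. The bin with the most lower H3K9me3 regions was 147 to 148 Mb on chromosome 4, with 70 of 76 regions lower, whereas 62 of the 76 were higher per library total. For H3K9me2 these bins were 3 to 4 Mb on chromosome 9, with 18 of 19 regions higher, and 20 to 21 Mb on chromosome 8, with 45 of 60 regions lower. Per library total, 41 of those 60 were higher. The TMM mean of the chromosome 19 bin was 0.39, while the chromosome's median relative to autosomes was 0.44. For the chromosome 8 bin these were -0.19 and -0.30. Those bins therefore did not stand out from their chromosomes. The bins on chromosome 4 (-0.66 against -0.27) and chromosome 9 (0.40 against 0.21) went further than theirs.

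The 2 marks shared many regions. Of the H3K9me2 regions, 796 (40.1%) overlapped an H3K9me3 region. On chromosomes 1 to 19 and X 739 did, against a mean of 6.95 and a highest of 15 in 1000 circular shifts. Among 786 one-to-one pairs, 62.2% had the same sign of change in both marks after TMM scaling and 80.7% per library total. An interaction test in edgeR found 0 pairs whose change differed between the marks at FDR under 0.05, and 16 had an unadjusted p under 0.05, where 39.3 would be expected by chance. The model did not pair the libraries of the 2 marks by replicate number, and its p-values were conservative.

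Regions called lower with TMM scaling had less GC than the rest. This class depends on the scaling, since library totals alone called only 5 H3K9me2 and 15 H3K9me3 regions lower. The median GC content was 44.6% in lower H3K9me2 regions and 49.2% in regions not called, and 47.0% against 49.9% for H3K9me3. The differences were -4.55 percentage points (95% bootstrap interval -7.21 to -1.95) and -2.89 (-4.36 to -2.22) across regions, which are not replicates. A gene was overlapped by 58.8% of lower and 38.1% of uncalled H3K9me2 regions, and by 43.3% and 28.7% for H3K9me3. Only 4 regions of each mark were called higher, too few for such a comparison. The lower and uncalled regions also differed in signal, with median counts of 240.4 and 16.5 for H3K9me2 and 43.25 and 15.75 for H3K9me3.

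**Figure D5:**
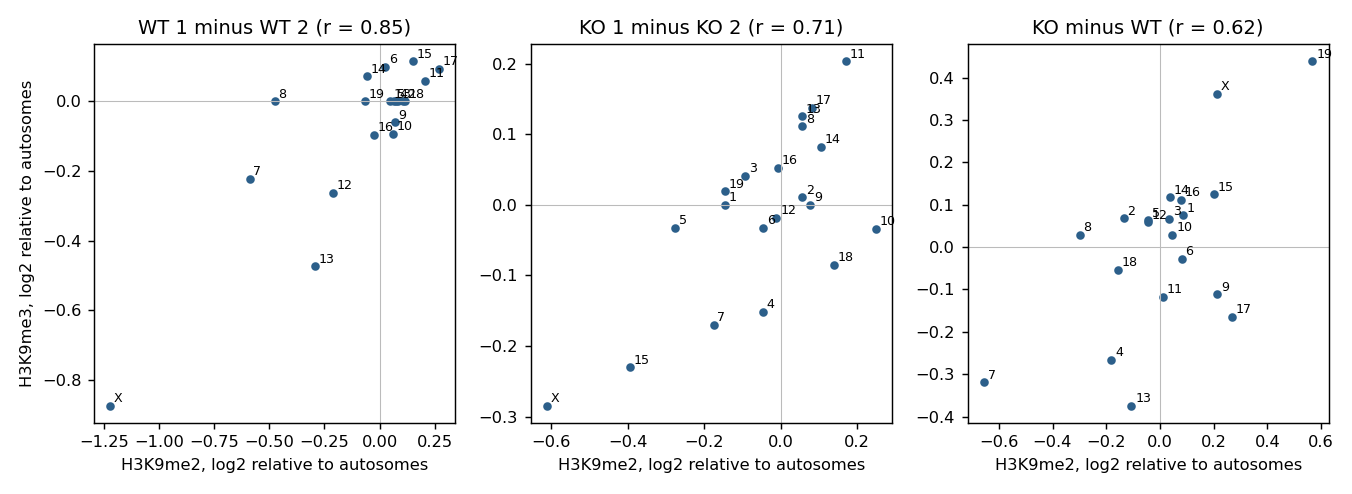
Median log2 difference of each of chromosomes 1 to 19 and X relative to the autosomes, H3K9me2 on the horizontal and H3K9me3 on the vertical axis, for WT 1 minus WT 2, KO 1 minus KO 2 and KO minus WT. The X chromosome is low in WT library 1 in both marks (-1.22 and -0.87), and chromosome 19 is highest in KO minus WT (0.57 and 0.44).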

Values the study reported

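The study reported 1859 sites of differential accessibility between the genotypes in primary MEFs, of which 88% were less accessible without HAT1. It defined 188 domains of lost accessibility, which together cover 10% of the mouse genome. For the 2 methylation marks it described a rise along whole chromosomes in cells without HAT1, using human chromatin as a spike-in control. Its proteomic data showed a trend in the same direction. The study tied its domains to a higher density of H3K9me3 peaks without HAT1, not to signal height, and saw little effect on H3K9me2 peak density. Peak density per genotype was not examined here.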

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

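The direction of the calls changed with the scaling. With library totals alone the H3K9me2 calls became 114 (109 higher, 5 lower) and the H3K9me3 calls 129 (114 higher, 15 lower), against 4 higher and 34 lower, and 4 higher and 141 lower, with TMM. The median log2 difference became 0.75 and 1.00, and 87.1% of H3K9me3 regions were then higher. With the counts in regions as library size, 24 H3K9me2 regions (3 higher, 21 lower) and 58 H3K9me3 regions (8 higher, 50 lower) were called, and the H3K9me3 median was 0.35 with 66.96% of regions higher. The cause was not tested here.

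Other choices also moved the H3K9me3 median with TMM. It was 0.029 (51.3% higher) with a pseudocount of 0.1, -0.12 above the 25th percentile of mean signal and -0.57 (11.4% higher) in regions with at least 4 summits. These go with signal, since the TMM median fell from 0.40 in the 25% of regions with the fewest counts to -0.59 in the 5% with the most. Across the 4 settings that each left out one library, it ran from -0.065 to -0.0093. The H3K9me2 median ran from -0.012 (without KO library 2) to 0.14 and its share of higher regions from 49.6% to 56.5%. The neighbour correlation ran from 0.116 to 0.188 for H3K9me2 and from 0.152 to 0.192 for H3K9me3. The H3K9me2 value without WT library 2, 0.116, was inside the range of its shuffles, which reached 0.135, and the others were above theirs. The named regions kept their sign with a library left out, but not their size. The values with a library left out are TMM log2 differences with a pseudocount of 1. They are not edgeR estimates, so they are compared only with each other. For the H3K9me2 region in Tmem267 from 119596626, the value was 0.34 without WT library 2 and 2.20 without WT library 1. For the H3K9me3 region near Gm36079 it was -2.24 without WT library 2 and -6.28 without WT library 1. Calls were not made with a library left out, since that leaves 1 library in a group.

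Call counts followed the threshold and the tool. H3K9me2 gave 13 calls at FDR under 0.01, 21 with a minimum log2 fold change of 1 and 22 with DESeq2. H3K9me3 gave 78 at FDR under 0.01, 228 at FDR under 0.1 and 83 with DESeq2. Lower calls outnumbered higher ones under each of these and with DESeq2 size factors, autosomes only, the signal filter and TMM per chromosome. With the replicate number as a block, 37 H3K9me2 and 83 H3K9me3 regions were called, and the mean paired differences were 0.07 and -0.02. Same-numbered libraries did not deviate together (Pearson's r 0.0303 and 0.00402 across regions), and WT and KO cells came from different embryos. Of the H3K9me2 calls under the block 32 were shared with those without it, and of the H3K9me3 calls 80.

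The neighbour correlations stayed past the shuffles with neighbours at least 10 kb apart, on autosomes only, above the 25th percentile of signal and after GC correction. Requiring 50% of the shorter region left 745 H3K9me2 regions overlapping, and FDR under 0.05 in both marks left 17 pairs, all lower. At an unadjusted p under 0.05 the GC difference of lower H3K9me3 regions shrank to -0.781 percentage points. With genes extended by 5 kb, 68.8% of the H3K9me3 regions lower at FDR under 0.05 overlapped one. The cause of these shifts was not tested. Among the remaining values, 132 kept their sign and side of the threshold or moved by less than the spread, 22 became weaker, of which 11 did so under DESeq2, 10 moved and 4 reversed, which are the shares of higher regions given above (87.1%, 66.96%, 51.3% and 49.6%). The pseudocount alternative for limma was not run, since the tables hold counts. At these counts and 2 libraries per group, 0% of simulated 2-fold changes were recovered. Whether depth, spread or the number of libraries sets that rate was not tested. The simulation gave all regions of a mark the same dispersion, so it does not set a limit for strong regions. Changes below 2-fold were called in the data, where only 21 of the 38 H3K9me2 calls had a log2 fold change of at least 1 in size.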

Other observations

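The comparisons of count classes, of chromosomes between marks and of regions with 1 summit were chosen after the results were seen.

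Signal per library total was higher in KO at most regions of both marks. With the highest of the 4 libraries left out at each region, the median log2 difference was still 0.59 for H3K9me2 and 0.70 for H3K9me3, so selection of regions by 1 high library does not account for all of it. A shift by one factor per library would be equal at weak and strong regions. The 25% of regions with the fewest counts and the 5% with the most differed by 0.18 in H3K9me2, within the spread of library medians (0.26), and by 0.99 in H3K9me3, beyond it (0.04). The H3K9me2 class between the 75th and 95th percentiles, at 0.58, lay further from the 1.04 of the regions with the fewest counts than that spread. A shift of a whole library cancels between classes, so that spread is a rough yardstick. With libraries paired by number, the H3K9me3 difference fell from 1.47 to 0.45 and from 1.42 to 0.40 between the 25% and the 5%. In H3K9me2 the pairs disagreed, from 0.90 to 1.04 and from 1.26 to 0.61. A single scaling factor alone therefore does not account for the whole shift in H3K9me3, and for H3K9me2 the classes give no clear answer. The classes were not recomputed with the highest library left out. One factor acting together with selection of regions by 1 high library was therefore not excluded. The size of the KO excess may rest on what the library totals contain, which was not tested, and the spike-in reads were not used here.

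In regions with 1 summit, some library is highest by definition, though a gap of over 2 times was more frequent than in simulated counts (37.3% against 17.2% in H3K9me2, 30.4% against 20.1% in H3K9me3). The simulation used one dispersion for all regions and gave more such gaps than seen in regions with 2 or more summits, so the excess may partly reflect a larger dispersion at weak regions. Peaks of one library may also be missing from the other library of its genotype. This was tested with the highest library set by TMM-scaled values and left out. Where it was a KO library, the median log2 difference of the other KO library over WT was 0.06 in H3K9me2 and -0.02 in H3K9me3. Where it was a WT library, the difference of KO over the other WT library was -0.07 and -0.19. The gap between these was 0.13 in H3K9me2, within the spread of library medians (0.14), and 0.17 in H3K9me3, beyond it (0.05). Peaks specific to one library remain a candidate explanation for H3K9me2. In H3K9me3 the gap came from regions where a WT library was highest, since the other KO library was not above WT on this scale. The TMM difference also fell with signal, from 0.40 in the weakest class to -0.59 in the strongest. The test did not control for that, so it does not exclude peaks specific to one library in H3K9me3.

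Neighbouring fold changes were alike in both marks. In H3K9me2 the difference between the 2 WT libraries had a neighbour correlation of 0.194, above the 0.160 between genotypes. Its shuffle mean was also higher (0.0852 against 0.0463), so the order of these values carries little weight. On autosomes the order was the other way, 0.134 between the WT libraries and 0.154 between genotypes, so the comparison depends on X. This pattern was not told apart from differences between libraries of one genotype. In H3K9me3 the larger of the within-genotype values was 0.142, below the value between genotypes, although a difference of 2 libraries is noisier than one of 4, which lowers such a correlation. The SD of 1 Mb bin means was 0.59 between the 2 WT libraries (shuffle mean 0.48), 0.37 between the 2 KO libraries (shuffle mean 0.35) and 0.43 between genotypes (shuffle mean 0.33). Fold changes hardly followed GC content across regions (Spearman's rho 0.0733 in H3K9me2 and -0.0211 in H3K9me3), so removing the GC trend changed little and left 0.157 and 0.209. With 2 libraries per genotype, a domain difference between genotypes in H3K9me3 may exist but was not separated from differences between libraries.

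Whole chromosomes differed between libraries of one genotype. WT library 1 was low on X relative to WT library 2, by -1.22 in H3K9me2 and -0.87 in H3K9me3, and high on Y, by 1.29 and 2.57. Over chromosomes 1 to 19 and X, the differences between the 2 WT libraries correlated between the marks (Pearson's r 0.853, permutation p 0.00047, adjusted 0.00096; Spearman's rho 0.633, permutation p 0.0034, adjusted 0.014). Without the 2 chromosomes farthest from the median, r was 0.565 (permutation p 0.026, adjusted 0.1). The r for the 2 KO libraries was 0.710 (permutation p 0.00048, adjusted 0.00096; rho 0.535, permutation p 0.017, adjusted 0.034) and 0.401 without the 2 farthest (permutation p 0.1, adjusted 0.2). For KO minus WT it was 0.623 (permutation p 0.0041, adjusted 0.0055; rho 0.471, permutation p 0.038, adjusted 0.05) and 0.293 without them (permutation p 0.24, adjusted 0.32). In these 3 relations r was not distinguishable from 0 over the other 18 chromosomes after adjustment, but leaving out the extreme chromosomes removes part of the pattern itself. The rank correlations over all 20 passed adjustment for the WT and the KO libraries. In 44 bins of 1 Mb with at least 5 regions in each mark, the rho between marks was 0.721 for the WT libraries, -0.152 for the KO libraries and 0.524 for KO minus WT. With at least 3 regions (168 bins) these were 0.357, 0.152 and 0.220, and bins are not independent replicates. Differences shared by both antibodies may therefore exist between the WT libraries, and noise of one antibody or library was not excluded for the others. Median GC content per chromosome was unrelated to the WT difference (r -0.134, permutation p 0.57, adjusted 0.57; rho -0.0337, permutation p 0.89, adjusted 0.89; r -0.0358 without the 2 farthest, permutation p 0.89, adjusted 0.89). In all, 4 relations were tested, and chromosomes are not independent replicates. A candidate explanation is that the cells behind the 2 WT libraries differ in sex or chromosome copy number, which was not tested. Shifts of whole chromosomes do not account for most H3K9me3 calls, since one TMM factor per library and chromosome gave 110 calls, of which 94 were shared with those from one factor per library.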
